A study of Homo sapiens with 4 samples. Its data were reported in "The Activation-Induced Assembly of an RNA/Protein Interactome Centered on the Splicing Factor U2AF2 Regulates Gene Expression in Human CD4 T Cells" (2015).

How the data were processed

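Poly(A)-selected RNA of 2 resting and 2 activated samples of a human primary CD4 T cell culture was made into TruSeq libraries by the authors and sequenced as paired-end reads. Samples were grouped by their labels, which give activation as none or as 48 h with CD3/CD28 beads; the methods of the study give a shorter re-stimulation for the same culture, and the labels were followed. Per the study's methods, the authors filtered reads by quality, mapped them to hg19 with TopHat, kept reads of adequate mapping quality, removed optical duplicates with Picard, and counted reads per gene with summarizeOverlaps. The submitters' processing notes name TopHat2 2.0.0 and Trim Galore 0.2.7, and the methods text names a later TopHat release. After a filter on low expression the authors tested the gene counts with edgeR (likelihood ratio test). Discarding reads of low mapping quality lowers the values of genes with near-identical copies, and whether counting used the strand is not given in the sources used here, so overlapping and antisense genes cannot be told apart.

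The first of the authors' deposited tables lists per gene the log2 fold change of resting over activated cells, the average log2 CPM (read counts scaled to library size, over all samples), the likelihood ratio, which is a score without unit, and the p-value and adjusted p-value. Its sign was turned here to activated over resting cells. The second of the authors' deposited tables lists genes that AltAnalyze called as alternatively spliced with the ASPIRE measure, each with its largest absolute dI (a score), a call of up or down, a signed linear gene-level fold, the number of junction comparisons and affected exons, and event annotations. The version of AltAnalyze and its gene models are not given in the sources used here. Both of the authors' deposited tables hold results of the comparison between groups and no value per sample. For that reason the depth per sample is unknown, no test across samples was run here, and the number of replicates limits the precision of the authors' test.

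From these values the following were computed. The number of genes tested was recovered from the Benjamini-Hochberg arithmetic, as adjusted p times rank over p, taking the median over 5841 genes with untied adjusted p. The approximate SE of a log2 change was its size over the square root of the likelihood ratio. The CPM implied in the lower condition was derived from the average log2 CPM and the log2 change, assuming libraries of equal weight. The design had assumed a list cut at an adjusted p of 0.05, the threshold in the study's methods, but the authors' deposited table stops below 0.001. The sources used here do not say why. Genes between those levels are therefore not analysed here, and the direction of lists is that of genes past this stricter level, whatever the size of their change. Lists were tested by Fisher's exact test, two-sided, of higher against lower genes in the list against all other listed genes, with Benjamini-Hochberg adjustment over 25 lists, and by a permutation test of the mean log2 change matched on 10 equal bins of log2 CPM with 100000 draws, whose smallest possible p is 1e-05. Such tests compare directions among listed genes and say nothing of genes not listed, and no correlation between genes could be estimated. A count adjusted over the list alone was not computed, because p-values of members not listed were not analysed here. The 9 marker lists were tested by Fisher's exact test only, with Benjamini-Hochberg adjustment over these 9.

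The genes named were chosen by a rule set before the data were examined: the 10 with the largest absolute log2 change in each direction among those with an implied CPM of at least 1 in the lower condition, up to 4 members per list under the same filter, and U2AF1, U2AF2, SRRM2, SYNCRIP, ILF2 and SRPK1 whatever their values. For splicing the rule took the 10 genes with the largest dI among those with at least 2 junction comparisons and the listed members of 2 splicing lists. Some genes that the rule selects are not reported here. HLA-DRA, IL2, IFNG, IL15, CXCR5, LSS, MKI67 and the marker genes fall outside the rule and were named after their values were seen, as were the members of the families in the closing section; more symbol patterns were looked at, with their values, than the 31 families kept. The lists, tests and alternatives were also set before the data were examined, except for the later choices named here and in the closing sections. Those later choices are the families, the tests in the closing section and some alternatives, such as the threshold of 0.0001 on adjusted p. Even for the choices set in advance, excerpts of the tables in the study's supplement had already been read. These excerpts held values of IL2, IFNG, CD69, TFRC, CD44 and CASP8 and the ends of the ranking.

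Event classes were counted per gene from any annotation, with synonymous terms merged, and given exact (Clopper-Pearson) 95% binomial intervals; each class of at least 10 genes was tested against the call by Fisher's exact test, two-sided. Whether an up call means more inclusion in activated cells was checked against the text of the study for IL18R1, CASP2 and ABI1, which carry cassette exons, and 3 of 3 matched, so for genes without a cassette exon the meaning of the call is unchecked; the gene-level fold had the sign of activated over resting cells in 1029 of 1037 genes. Tables were joined by gene symbol, which misses genes named differently in them, and the spliced share was compared within 5 equal bins of log2 CPM by an exact Cochran-Mantel-Haenszel test. Positions are gene spans of a GRCh37 (hg19) annotation, found for 5756 genes (90.2%), and 93.5% of 1398 region coordinates in the splicing table fell inside the annotated gene. Alternatives were stricter thresholds on adjusted p, log2 change, expression and dI, other comparison genes, other annotation rules and other ways to join the tables.

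The procedures were tested on simulated data: of 12000 simulated genes the number tested was recovered as 12000, and lists with 18 of 20 rising members were called in 100 of 100 draws against 4 of 100 random lists. The ratio of approximate to true SE had a median of 1, but the likelihood ratios were simulated by the same formula. That ratio was therefore fixed in advance and cannot check the approximation for the authors' likelihood ratios. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 were used.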

Results

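Messenger RNA was sequenced from a culture of human primary CD4 T cells, the helper class of T lymphocytes, in a resting and an activated state. The cells had been stimulated at isolation, expanded in medium with interleukin 2, frozen, thawed and expanded again before the experiment, so the resting state was that of a previously stimulated, expanded culture and not of naive blood cells. Activation was a renewed exposure, for 48 h per the labels, to beads carrying antibodies against CD3 and CD28, which engage the T cell receptor (TCR) complex and its main costimulatory receptor. There were 2 resting and 2 activated samples. Only the authors' results of the comparison between the groups were analysed here, with no value per sample, so the depth of each sample is unknown and no spread between replicates could be computed. Each log2 change below is the value in the authors' deposited table, turned so that positive means higher in activated cells, and each standard error (SE) is an approximation from the authors' test statistic. The sources describe a culture from a single donation, and whether the samples of a group were separate cultures or repeats of one is not given in the sources used here, so the p-values and SEs may measure only technical spread.

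The first comparison asked which genes changed expression on activation. KLF2, a transcription factor that maintains quiescence, had the largest decrease among genes with an implied level of at least 1 CPM (read counts scaled to library size) in the lower condition, with a log2 change of -7.60 (SE 0.21, adjusted p = 2.92e-278) in the authors' deposited table. It lies on chromosome 19 at 16435637 to 16439496 (hg19). Other large decreases under this limit in the authors' deposited table were in B3GALT2 (-6.31), CECR1 (-5.92), TSPAN18 (-5.83), CYB561 (-5.75), PLXNA4 (-5.59), SDK2 (-5.48), XAF1 (-5.45) and RAP1GAP2 (-5.26). CALD1, which encodes the actin-binding protein caldesmon and lies on chromosome 7 at 134429003 to 134655480, had the largest increase under the same limit in the authors' deposited table, 6.77 (SE 0.21, adjusted p = 3.86e-223). Next under this limit in the authors' deposited table came TSKU (6.42), LOC286442 (6.36), the cortactin gene CTTN (5.61), the monoamine oxidase gene MAOA (5.60), the VEGF receptor gene FLT1 (5.56), the adrenomedullin gene ADM (5.50), TMPRSS3 (5.49), TMPRSS6 (5.40) and ANGPTL4 (5.28); genes below the limit, some with larger changes, are not ranked here. In all, 6382 genes were in the authors' deposited table, 2876 higher (45.1%) and 3506 lower (54.9%) in activated cells, and the arithmetic of its adjusted p-values gave 14403 genes tested. The largest adjusted p in the authors' deposited table was 0.000998 and the smallest absolute log2 change was 0.45, so a gene missing from it either was not tested or did not reach that level. The median approximate SE was 0.16 over the authors' deposited table, and at an absolute log2 change of at least 1 the counts fell to 1783 higher and 2014 lower genes.

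Genes of the activated state rose together. Of 20 surface activation receptors, 15 rose, 1 fell and 4 were not listed in the authors' deposited table (Fisher's exact test on direction against all other listed genes, two-sided, adjusted p = 0.000162). The costimulatory receptor genes TNFRSF9 (log2 change 3.41, SE 0.18), TNFRSF4 (3.15, SE 0.14) and TNFRSF18 (2.82, SE 0.15) and the inhibitory receptor gene LAG3 (3.30, SE 0.14) rose most in the authors' deposited table, and the member that fell was the class II gene HLA-DRA (-1.67, SE 0.21). All 21 listed members of the 23 TCR-induced transcription factors rose (exact adjusted p = 3.23e-07), with the orphan nuclear receptor genes NR4A3 (4.93, SE 0.20) and NR4A1 (4.62, SE 0.18), the early growth response gene EGR1 (4.24, SE 0.21) and IRF8 (4.03, SE 0.23) leading in the authors' deposited table. Of a fixed list of 13 cytokines, drawn up to follow the study's secretion panel, 9 rose and 1 fell (exact adjusted p = 0.0160). The study's text does not name IL1A, IL15 or LTA, and it reports secretion of RANTES, IL21 and IL22, which are outside this list. The members therefore need not be the cytokines screened in medium. As far as the list follows that panel, it is not independent of the study's measurements of secretion. The neutrophil chemoattractant IL8 (4.16, SE 0.15), IL1A (3.26, SE 0.26), the type 2 cytokine IL13 (3.09, SE 0.16) and the lymphotoxin gene LTA (2.66, SE 0.19) rose, and IL15 fell (-3.59, SE 0.60), in the authors' deposited table. The T cell growth factor gene IL2 rose by 5.85 (SE 0.33) from an implied level under 1 CPM, and the interferon gamma gene IFNG by 1.28 (SE 0.29), in the authors' deposited table. Of 18 other T cell cytokines, 11 rose and 3 fell (exact adjusted p = 0.0298), among them IL3 (3.30, SE 0.46), LIF (3.21, SE 0.18) and IL21 (3.02, SE 0.27), which rose, and LTB (-3.47, SE 0.16), which fell, in the authors' deposited table. That call was lost when genes with under 1 CPM implied in the lower condition were left out (exact adjusted p = 0.0745; 0.00172 to 0.0745 over its alternatives).

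**Figure D1:**
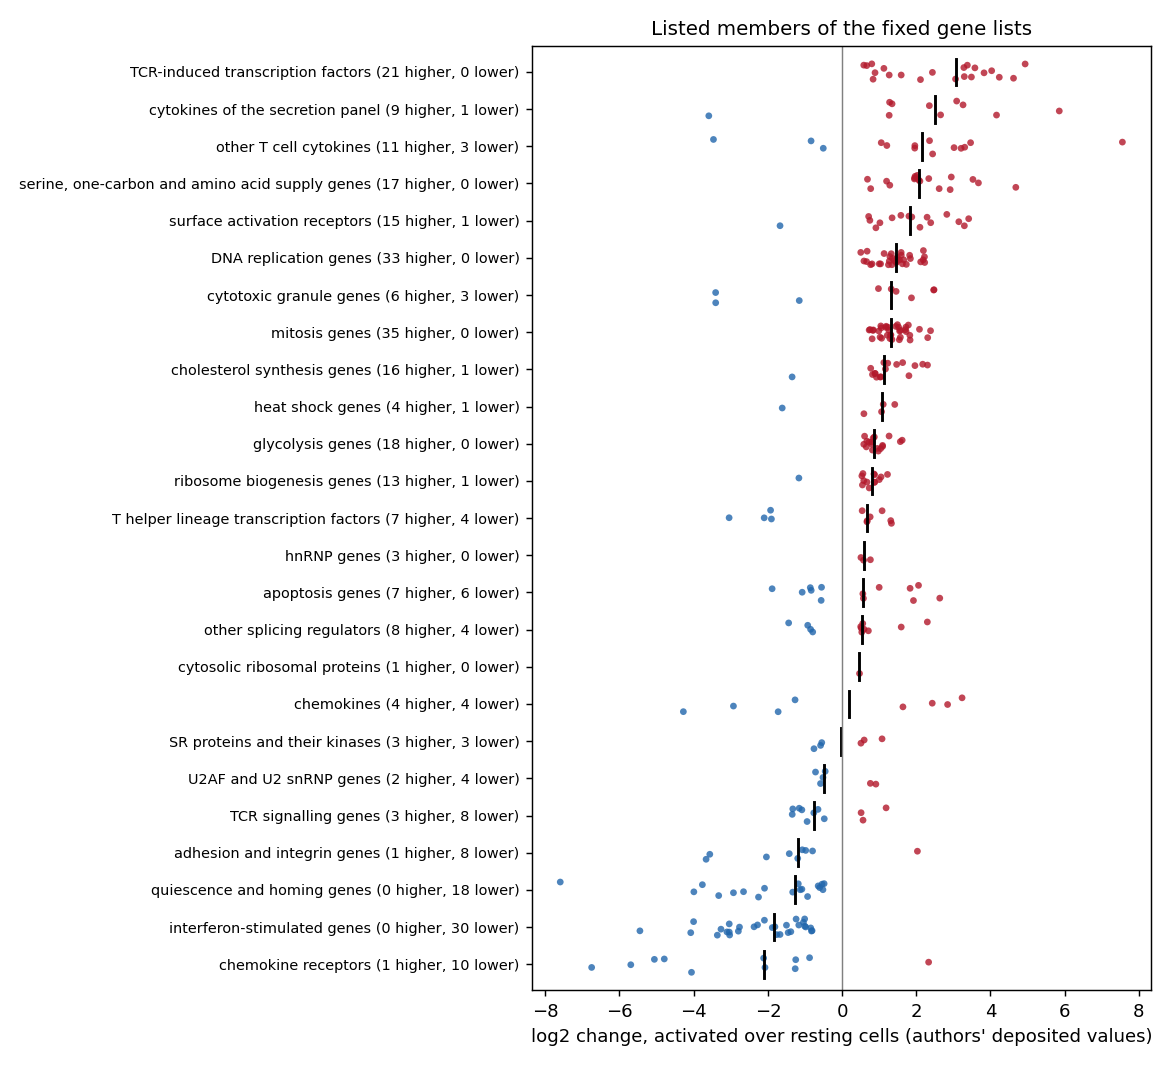
Each point is the log2 change of a listed gene, activated over resting cells, from the authors' deposited table, for the 25 gene lists ordered by their median (black line); red points are higher and blue points lower in activated cells, and vertical scatter only separates the points. All 35 mitosis genes lie to the right of 0 and all 30 listed interferon-stimulated genes to the left.

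Genes for growth and division also rose. All 35 mitosis genes were listed and higher in activated cells (exact adjusted p = 1.71e-11), led in the authors' deposited table by the mitotic phosphatase gene CDC25C (2.38, SE 0.19), the kinesin gene KIF2C (2.31, SE 0.13), the checkpoint gene BUB1B (2.09, SE 0.13) and the kinetochore gene NUF2 (1.83, SE 0.16). Of 37 DNA replication genes, 33 rose and none fell (exact adjusted p = 4.26e-11), with the origin licensing and firing genes CDT1 (2.23, SE 0.14), CDC45 (2.22, SE 0.17), ORC1 (2.19, SE 0.15) and CDC6 (2.18, SE 0.18) at the top in the authors' deposited table. The resting culture was not without division markers: MKI67, a marker of cycling cells that was singled out after its values were seen, had an implied 999 CPM in resting cells and a log2 change of 1.54 (SE 0.16) in the authors' deposited table. All 17 listed of 19 serine, one-carbon and amino acid supply genes rose (exact adjusted p = 5.29e-06), including the serine synthesis genes PHGDH (3.67, SE 0.20) and PSAT1 (2.94, SE 0.15) and the amino acid transporter genes SLC7A11 (3.53, SE 0.26) and SLC7A5 (2.91, SE 0.16) in the authors' deposited table. All 18 listed of 20 glycolysis genes rose (exact adjusted p = 2.85e-06), with ENO2 (1.62, SE 0.17), SLC2A3 (1.57, SE 0.21), PFKM (1.27, SE 0.17) and ALDOC (1.09, SE 0.19) highest in the authors' deposited table. Of 24 cholesterol synthesis genes, 16 rose and 1 fell (exact adjusted p = 9.91e-05), INSIG1 (2.30, SE 0.14), HMGCS1 (2.17, SE 0.14) and CYP51A1 (1.96, SE 0.15) among the former and LSS (-1.35, SE 0.14) the latter in the authors' deposited table. Of 26 ribosome biogenesis genes, 13 rose and 1 fell (exact adjusted p = 0.00120), with NOP58 at 1.22 (SE 0.13), GNL3 at 1.05 (SE 0.13), PPAN at 1.00 (SE 0.16) and RRP9 at -1.16 (SE 0.30) in the authors' deposited table. This call was lost at an absolute log2 change of at least 1 (exact adjusted p = 0.579) and in a permutation test of the mean log2 change (adjusted p = 0.145), within a range of 0.000415 to 0.579 over its alternatives.

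Genes of quiescence, homing and the interferon response fell. None of 22 quiescence and homing genes rose and 18 fell (exact adjusted p = 0.000105), with the interleukin 7 receptor gene IL7R (-4.00, SE 0.18), KLF3 (-3.77, SE 0.17) and the transcription factor gene TCF7 (-3.33, SE 0.15) after KLF2 in the authors' deposited table. Of 34 interferon-stimulated genes, 30 fell and none rose (exact adjusted p = 1.36e-07), with a median log2 change of -1.85 and decreases in XAF1 (-5.45, SE 0.17), IFI44L (-4.08, SE 0.27), CMPK2 (-3.36, SE 0.26) and SAMD9L (-3.26, SE 0.14) in the authors' deposited table. Among 14 chemokine receptors, 10 fell and 1 rose (exact adjusted p = 0.0307): CCR2 (-4.79, SE 0.18), CCR6 (-2.11, SE 0.25) and CXCR6 (-2.08, SE 0.16) fell, and CXCR5 rose (2.33, SE 0.45), in the authors' deposited table. Their exact adjusted p was 0.0552 against genes of the same expression range and 0.0509 for genes at adjusted p below 0.0001, an alternative chosen after the data were seen, within 6.25e-05 to 0.0552 over all alternatives. Of 17 adhesion and integrin genes, 8 fell and 1 rose, which did not pass the test on direction (exact adjusted p = 0.0844) but did pass the permutation test of the mean (adjusted p = 0.00946), within 0.00946 to 0.249 over its alternatives; the authors' deposited table has the integrin genes ITGA6 at -3.67 (SE 0.18), ITGA1 at -3.57 (SE 0.19) and ITGA4 at -2.04 (SE 0.14) and ICAM1 at 2.03 (SE 0.14).

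Other lists had members on both sides or few listed members, and none of them passed the test on direction. Among 14 chemokines, 4 rose and 4 fell (exact adjusted p = 1): the authors' deposited table has CCL3 at 3.23 (SE 0.23), CCL4 at 2.84 (SE 0.21), XCL2 at 2.43 (SE 0.38) and CCL1 at -1.72 (SE 0.35), and the 8 listed members had a median of 0.19 and a mean of -0.01. Of 17 T helper lineage transcription factors, 7 rose and 4 fell (exact adjusted p = 0.332), with EOMES (-3.05, SE 0.32) and RORA (-1.93, SE 0.14) among the latter in the authors' deposited table; the listed members had a median log2 change of 0.67 and a mean of -0.24. Of 26 TCR signalling genes, 3 rose and 8 fell (exact adjusted p = 0.456), with CD3G at -1.34 (SE 0.13), PAG1 at -1.33 (SE 0.13), GRAP2 at -1.16 (SE 0.13) and PTPN6 at 1.19 (SE 0.13) in the authors' deposited table. Cytotoxic granule genes split, with 6 of 11 higher and 3 lower (exact adjusted p = 0.415): in the authors' deposited table GZMH (2.48, SE 0.21) and NKG7 (2.47, SE 0.14) rose while GZMA (-3.41, SE 0.15) and GZMK (-3.41, SE 0.34) fell. Of 18 apoptosis genes, 7 rose and 6 fell (exact adjusted p = 0.664), the pro-apoptotic gene PMAIP1 (2.63, SE 0.16) and the survival genes BCL2A1 (2.06, SE 0.15) and BCL2 (1.92, SE 0.14) among the former in the authors' deposited table. Of 13 heat shock genes, 4 rose and 1 fell (exact adjusted p = 0.267), with HSP90AB1 at 1.42 (SE 0.13) and DNAJB1 at -1.61 (SE 0.13) in the authors' deposited table. Of 79 cytosolic ribosomal protein genes, 78 were not listed and RPL37A rose by 0.47 (SE 0.13; exact adjusted p of the list = 0.536) in the authors' deposited table. With 1 listed member this list could not have passed the test. Copies that share reads, such as the CCL3, CCL4 and XCL families and class II HLA genes, are uncertain.

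The study centres on the splicing factor U2AF2, so genes of the splicing machinery were examined as 4 lists. U2AF1, U2AF2, SRRM2 and SYNCRIP were not listed, while SRPK1, a kinase of SR proteins, rose (1.08, SE 0.13), as did the RNA-binding protein gene ILF2 (0.71, SE 0.13), in the authors' deposited table. Of 20 U2AF and U2 snRNP genes, 2 rose and 4 fell (exact adjusted p = 0.757), with SNRPA1 at 0.91 (SE 0.14), DHX15 at 0.76 (SE 0.13), SF3B1 at -0.72 (SE 0.13) and U2AF1L4 at -0.58 (SE 0.14) in the authors' deposited table. Of 22 SR proteins and their kinases, 3 rose and 3 fell (exact adjusted p = 1), among them SRSF4 (0.59, SE 0.13), SRPK2 (-0.76, SE 0.13) and SRSF6 (-0.58, SE 0.13) in the authors' deposited table, with a median of -0.02 and a mean of 0.05. Of 26 hnRNP genes, 3 rose and none fell (exact adjusted p = 0.152): HNRNPC by 0.76, HNRNPH3 by 0.58 and HNRNPD by 0.51 in the authors' deposited table. With only 3 listed members this list could not have passed the test, whatever their direction. Of 24 other splicing regulators, 8 rose and 4 fell (exact adjusted p = 0.241), with RBFOX2 at 2.30 (SE 0.29), MBNL2 at 1.59 (SE 0.21), MBNL3 at -1.44 (SE 0.13) and TIA1 at -0.93 (SE 0.13) in the authors' deposited table.

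Markers of other cell types that the culture could hold moved in both directions. Of 16 monocyte and macrophage markers, CD68 (1.87, SE 0.18) and AIF1 (1.20, SE 0.26) rose, LYZ (-7.68, SE 0.41) and FCER1G (-2.00, SE 0.43) fell, and 12 were not listed in the authors' deposited table. Among 8 B cell markers, CD22 (7.54, SE 0.46) rose and BLK (-3.44, SE 0.42) fell in the authors' deposited table. Both CD8 T cell markers fell, CD8A by a log2 change of -0.68 (SE 0.19) and CD8B by -1.12 (SE 0.27) in the authors' deposited table. None of the 7 natural killer cell or 3 gamma delta T cell markers was listed, and the remaining marker lists had ITGAX (1.43, dendritic), ALAS2 (2.20, erythroid), ITGA2B (2.01, platelet) and COL1A1 (3.45, fibroblast) higher and PECAM1 (-1.28, endothelial) lower in the authors' deposited table. No marker list passed the test on direction (smallest exact adjusted p = 1). With at most 4 listed members each, none could have passed after adjustment, so this gives no evidence on other cell types. The size of the change is uncertain for LYZ, FCER1G, CD22, BLK, ALAS2, ITGA2B and COL1A1, and likewise for IL15 and CXCR5 above, because their implied level in the lower condition was under 1 CPM.

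The second comparison asked which genes were spliced differently after activation. The measure was dI, the reciprocal change in inclusion and exclusion junctions of an exon between the conditions on a scale up to 1, for which the table gives no error. For each gene it is the largest value over its junction comparisons. Their number ranged from 2 for RCAN1 to 87 for MBNL1 among the 10 genes ranked here, so the ranks are not on an equal footing. ANK3, which encodes ankyrin-G and lies on chromosome 10 at 61786056 to 62493248 (hg19), had the largest dI among genes with at least 2 junction comparisons, 0.930, followed by the splicing regulator gene MBNL1 (0.857; chromosome 3, 151961617 to 152183569) and MCF2L2 (0.807; chromosome 3, 182895829 to 183146566) in the authors' deposited table. RP11-61L23.2 (0.797), LINC00152 (0.795), PPP2R4 (0.786) and RCAN1 (0.775) were also called up in activated cells, and ECE1 (0.781), CYFIP2 (0.781) and the chromatin organiser gene SATB1 (0.773) down, in the authors' deposited table; an up call was read as more inclusion for cassette exons only. There were 2360 genes in the authors' deposited table of splicing, 1292 called up and 1068 called down, with a median maximum dI of 0.378. Of these, 1055 had a dI of at least 0.4 and 1346 at least 2 junction comparisons, and 1123 genes (47.6%) had 2 or more affected exons, 539 of all with exons in both directions, so in the authors' deposited table a gene's call need not hold for all of its events. SRRM2, absent from the expression list, was among the spliced genes.

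Only some members of a fixed list of genes with alternative splicing known in T cells were listed. MBNL1, given above, is a member. CTLA4, MALT1, TRAF3, MAP4K2, MAP3K7, MAP2K7, LEF1, TCF7, FAS, IL7R, GATA3, VAV1 and HNRNPLL are members that were not listed. Whether the list holds more spliced genes than other genes do was not tested. In the authors' deposited table of splicing, the adhesion receptor gene CD44 had a dI of 0.683, the kinase gene FYN 0.619, NFATC1 0.593 and the pyruvate kinase gene PKM2 0.576, with FYN called up and the others down. CASP8 (0.352, up), CELF2 (0.325, down), FOXP1 (0.277, up) and PTPRC, which encodes CD45 (0.201, down), had smaller values in the authors' deposited table, PTPRC on 1 junction comparison. Among genes the study followed by PCR or plotted, the interleukin 18 receptor gene IL18R1 had 0.728 (down), the mitotic kinesin gene KIF23 0.484 (up), ABI1 0.317 (up), IL12RB2 0.308 (up), LY96 0.258 (down) and CASP2 0.234 (up) in the authors' deposited table; having been chosen on this comparison, they are not independent evidence.

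Cassette exons, which are included or skipped whole, were the most frequent event class. They were annotated for 1774 of the 2360 genes (75.2%, exact 95% interval 73.4 to 76.9) in the authors' deposited table, followed by alternative 3' splice sites in 761 (32.2%, 30.4 to 34.2) and alternative 5' splice sites in 578 (24.5%, 22.8 to 26.3). Alternative promoters were annotated for 140 genes (5.93%), alternative N termini for 117 (4.96%), retained introns for 101 (4.28%) and alternative C termini for 100 (4.24%) in the authors' deposited table, and a gene could carry several classes. None of 12 classes differed between genes called up and down (Fisher's exact test, two-sided; smallest unadjusted p = 0.144 and smallest adjusted p = 0.878). The intervals cover counting error over genes only, and no class was annotated for 200 genes.

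**Figure D2:**
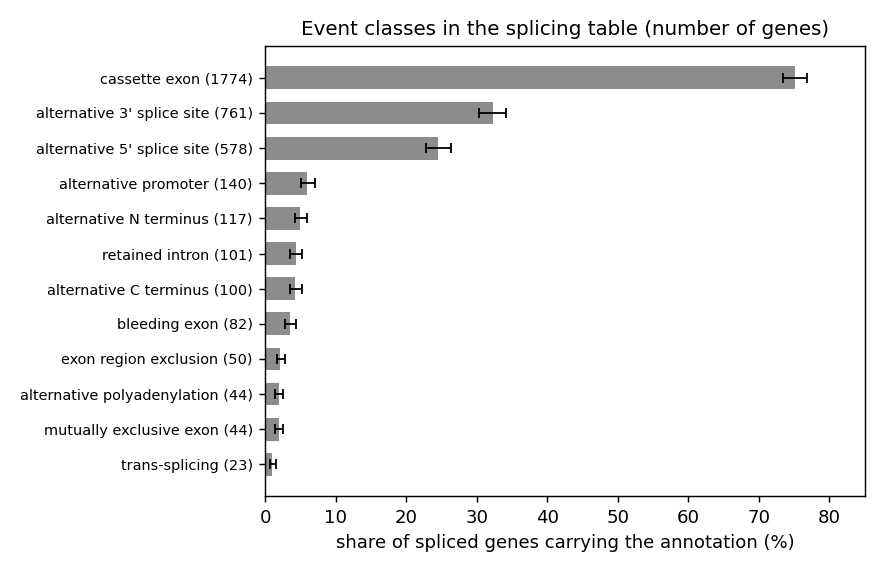
Bars give the share of the 2360 spliced genes that carry each event class in the authors' deposited table, in percent, with the number of genes in brackets and exact 95% binomial intervals as error bars. Cassette exons reach 75.2%, and the shares sum to more than the whole because a gene can carry several classes.

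The third comparison asked whether genes that rose or fell were spliced differently more often. KIF23 and IL12RB2, which rose (1.49, SE 0.15, and 1.75, SE 0.15), and CD44 and CASP8, which fell (-0.98, SE 0.14, and -1.08, SE 0.15, in the authors' deposited table), were among 1037 genes found in both tables by gene symbol. They made up 472 of the 2876 higher genes (16.4%) and 565 of the 3506 lower genes (16.1%), an odds ratio of 1.02 (Fisher's exact test, two-sided, p = 0.759). Within 5 equal bins of expression level the common odds ratio was 1.02 (exact 95% interval 0.889 to 1.18, exact Cochran-Mantel-Haenszel p = 0.750). The share of spliced genes rose with expression in both directions, from 1.57% (0.959 to 2.41) of 1277 genes in the lowest bin through 11.2%, 16.2% and 21.9% to 30.3% (27.8 to 32.9) of 1277 in the highest. Genes are not independent replicates, so these p-values describe the lists.

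**Figure D3:**
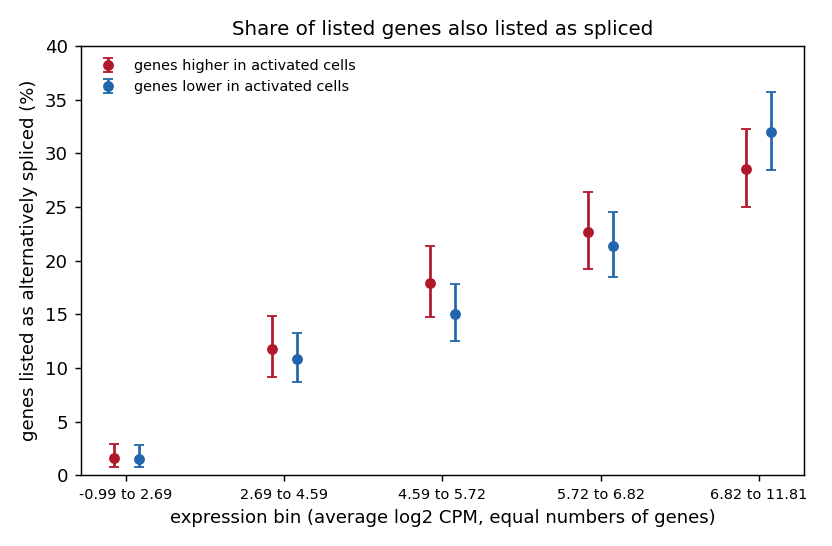
The share of listed genes that are also in the splicing table is plotted in percent for each of 5 equal bins of average log2 CPM, separately for genes higher (red) and lower (blue) in activated cells, with exact 95% binomial intervals. Over both directions the share climbs from 1.57% to 30.3%, and the intervals of red and blue points overlap in each bin.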

Values the study reported

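The study reported 6382 genes with changed expression on activation and put the number of genes above its threshold of detectable expression at 13,070. Its methods set significance at an adjusted p below 0.05, a looser cut than that of the list of the same size analysed above. It counted 2209 genes with significant alternative splicing by the ASPIRE measure. The numbers of genes tested and of spliced genes given above are larger than its 13,070 and 2209. The sources used here do not explain the difference in genes tested. In its breakdown of gene classes, 5303 genes were differentially expressed alone, 1079 were both differentially expressed and alternatively spliced, and 1281 were alternatively spliced alone. Its classes with alternative splicing together hold as many genes as the splicing list analysed above. The count of 2209 thus differs from the study's own breakdown, for a reason its text does not give. Its class of both holds more genes than the overlap found above by gene symbol, a join that misses genes named differently. Of 13 cytokines screened in culture medium, 12 increased after activation.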

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

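The splicing table carries an attribute for transcripts predicted to undergo nonsense-mediated decay, the surveillance pathway that degrades messenger RNA with a premature stop, and no comparison above used it. It was present for 230 of the 2360 genes (9.75%), gained in 108, lost in 95 and both gained and lost in 27, in the authors' deposited table. The signal stands out only because it lies outside the measurements compared above; there is no control sample for it, its direction was not tested, and no explanation was tested.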

How the results depend on the processing

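The tests at adjusted p below 0.0001, with annotation terms not merged, on genes with exons in one direction only and with a join by Ensembl gene ID were chosen after the data were seen. Adjusted p thresholds of 0.01 and 0.001 move nothing, because the table stops below 0.001, and are left out of the numbers that follow. Over the other alternatives 26 of 32 values of the main results stayed on the same side of their thresholds or within the allowed range and 6 moved. For counts that range was a factor of 1.5, so sizeable falls within it were taken as the same. With p-values multiplied by the number of genes tested (Bonferroni), 2161 higher and 2550 lower genes remained. At a dI of at least 0.3, 1622 spliced genes remained. The counts of higher and lower genes fell to 1783 and 2014 at an absolute log2 change of at least 1, the number of spliced genes fell to 1055 at a dI of at least 0.4 and to 1346 with at least 2 junction comparisons, and the share with a cassette exon was 58.3% with the first annotation only and 79.1% at a dI of at least 0.4. The lower counts and the lower share follow from fewer genes passing and from fewer classes counted per gene, the first annotation being set by the alphabetical order of the entries; for the higher share the cause was not tested. Of 121 values for lists, 115 kept their call or lack of one, 5 lost a call (ribosome biogenesis genes at 0.579 and 0.145, other T cell cytokines at 0.0745 and chemokine receptors at 0.0552 and 0.0509, all adjusted p) and adhesion and integrin genes gained one (permutation adjusted p = 0.00946); the cause was not tested. Of 570 values for named genes, 24 fell below a stricter threshold; these settings filter the same deposited change, and most of the genes were chosen above the same CPM limit, so they say little of stability. A fit with DESeq2, a fit without a filter, and leaving out each replicate were not run, since the values used hold no counts per sample. No paired analysis was possible because the tables used carry results of the comparison and no column for a sample. Depth is unknown, so how it limits low genes is not known; the median SE was 0.15 where the lower condition had an implied CPM of at least 1, against 0.16 over all genes.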

Other observations

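The families in the first 2 paragraphs were defined by symbol pattern or as lists of symbols after the values had been seen, as were the tests on interferon-stimulated genes; the tests on zinc finger genes and spliced shares were set before their results, although the family's overall share, the chromosome 19 share of all genes and the shares by exon number were known. Of 31 families, 12 had an adjusted p below 0.05 in Fisher's exact test on direction with adjustment over the 31; since more families were looked at than kept, the p-values of families are descriptive. All 14 listed aminoacyl-tRNA synthetase genes, which charge transfer RNA with amino acids, rose (exact adjusted p = 0.000145), with WARS at 2.33 (SE 0.19) and GARS at 2.12 (SE 0.13) in the authors' deposited table. Mitochondrial ribosomal protein genes rose in 19 of 21 listed members (exact adjusted p = 0.000163), led by MRPS26 (2.33, SE 0.13) in the authors' deposited table, and kinesin genes in 18 of 20 listed members (exact adjusted p = 0.000260), of which several are also in the mitosis list. Hypoxia-induced genes rose in 24 of 25 listed members, among them HILPDA (4.37, SE 0.30), STC2 (2.68, SE 0.22) and DDIT4 (2.56, SE 0.25) in the authors' deposited table; ADM and ANGPTL4, whose increases were known when this list was drawn up, belong to it and some glycolysis genes are shared, so no p-value is given. Listed genes with an interleukin symbol, nearly all interleukins and their receptors, rose in 25 of 38 (exact adjusted p = 0.0374). Several are also in lists tested above, such as IL13, IL1A, IL3 and IL21, which rose, and IL7R, which fell. The count for interleukin symbols is thus not separate evidence. Members missing from the authors' deposited table are not counted in any of these families.

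Several families of immune regulation and turnover fell. All 7 listed GIMAP genes, which encode GTPases of lymphocyte survival, were lower, with GIMAP7 at -4.05 (SE 0.19), GIMAP8 at -3.64 (SE 0.16) and GIMAP6 at -2.97 (SE 0.17) in the authors' deposited table. All 10 listed HLA genes fell (exact adjusted p = 0.00975), including HLA-DQB1 (-2.32, SE 0.56) and HLA-DOA (-2.30, SE 0.37) in the authors' deposited table, although reads of these similar and highly polymorphic genes are hard to assign and both had an implied level under 1 CPM in activated cells. All 12 listed autophagy genes fell (exact adjusted p = 0.00423), with ATG16L1 at -1.61 (SE 0.13) and ULK1 at -1.08 (SE 0.14) in the authors' deposited table, and 12 of 13 listed cathepsin and lysosomal genes (exact adjusted p = 0.0278), with CTSF at -4.27 (SE 0.33, to an implied level under 1 CPM) and LAMP1 at -1.96 (SE 0.13); the exception was LAMP3 (1.46, SE 0.38). TRIM genes fell in 21 of 24 listed members (exact adjusted p = 0.00632), among them the antiviral gene TRIM22 (-1.95, SE 0.15) in the authors' deposited table, and long non-coding and uncharacterised genes in 136 of 208 listed ones (exact adjusted p = 0.00872).

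All 30 listed interferon-stimulated genes fell, a pattern opposite to that of the activation receptors. An offset left by the normalization would lower other genes too. In the same expression range, 44.0% of 5442 other listed genes rose (exact 95% interval 42.7 to 45.3). Those genes thus did not all shift down, but this cannot exclude an offset, because their true changes are unknown. The share of all listed genes that rose, 45.1%, was also known when this test was set. Folds set by near-zero counts are argued against, since 29 of the 30 genes had an implied CPM of at least 1 in activated cells. A loss of monocytes, which can carry interferon-stimulated transcripts, is a weak alternative, because the cells were purified as CD4 T cells and expanded before and after freezing, but it cannot be told apart from a change in the T cells: 2 of the 4 listed monocyte markers fell (LYZ by a log2 change of -7.68 and FCER1G by -2.00, both to an implied level under 1 CPM) and the others rose (CD68 by 1.87 and AIF1 by 1.20) in the authors' deposited table, and 12 of 16 were not listed. A lower interferon response in activated T cells therefore remains an untested hypothesis beside a loss of monocytes and an offset.

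Listed numbered zinc finger genes, many of them DNA-binding regulators, fell in 163 of 199 (exact adjusted p = 1.76e-14), with a median log2 change of -0.87, so 18.1% rose. Neither their expression level nor their annotated exonic length accounts for this: draws matched on expression gave 36.7 to 50.3% rising genes, and 17.8% of the 197 members with a length rose against 38.6 to 51.8% in draws matched on exonic length (permutation p = 1e-05 for both, the smallest these draws can give). Exonic length joins the exons of all annotated transcripts of a gene. The length of the transcripts expressed in these cells was not tested. Location in the chromosome 19 clusters is not the whole account, because 23.8% of the 101 members on other chromosomes rose (exact 95% interval 15.9 to 33.3) against 46.6% of other listed genes there. Reads shared between these similar genes were not tested and may contribute. A lower level of this gene class in activated cells is thus a hypothesis that these data leave open.

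The share of listed genes that were also spliced rose with expression level. A larger number of annotated exons in abundant genes does not account for it, since within 5 equal bins of exon number the odds ratio of the top 2 against the bottom 2 of 5 expression bins was 4.38 (exact 95% interval 3.60 to 5.36). Whether more junctions that can be compared account for it cannot be told apart from other accounts, because the table counts junction comparisons for spliced genes only. Among genes in both tables the geometric mean was 2.84 in the 208 with the highest expression and 2.01 in the rest, which describes genes already called and not why they were called; a mean is printed because the medians, seen first, did not differ. Greater power to detect splicing in abundant transcripts remains open and untested, and no biological explanation was tested.

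If every spliced gene was among those tested for expression, 1046 genes would be in both tables by chance, and 1037 were found by gene symbol (odds ratio 0.982, exact p = 0.700), which leaves 1323 spliced genes with no expression call under the same symbol. A join by symbol misses genes named differently in the tables, so whether the overlap lies above or below chance is not settled here.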
